A study of Mus musculus with 30 samples.

How the data were processed

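RNA was measured by sequencing in 30 mouse libraries of stromal cells that lacked GFP, sorted from bone, lung or brain. Per the labels' protocols, 100000 GFP and luciferase labelled cells of a patient-derived circulating tumour cell (CTC) line were put into the left cardiac ventricle of female immunodeficient NSG mice carrying estrogen pellets. The lesions were dissociated, and RNA came from 50000 sorted cells per library. The libraries were made from total RNA. Whether the tumour-free mice behind the control libraries also carried estrogen pellets is not given in the sources used here.

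The authors deposited 1 table of raw counts per gene, with 43346 Ensembl mouse gene IDs and 1 column per library. The values were whole numbers and were used without change. Per the submitters' processing notes, STAR 2.5.2b and HTSeq were used, and the notes list the builds hg19, GRCh37, mm10 and GRCm38.p5 without a role for each. The gene annotation, the strand setting and the way in which human reads were told from mouse reads are not given in the sources used here. Reads of overlapping or antisense genes therefore cannot be told apart, and near-identical copies (Hba-a1 and Hba-a2, Hbb-bs and Hbb-bt, Hspa1a and Hspa1b, histone genes) are uncertain. Symbols and coordinates came from the GENCODE M21 annotation of GRCm38. It gave a symbol to 42462 of the IDs. The 884 IDs without a symbol held 0.132% of all counts and stayed in the tests.

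Groups came from the labels: tissue, exposure to CTCs and CTC line. Bone had 13 exposed and 3 control libraries, lung 7 and 2, and brain 3 and 2. Replicate numbers follow accession order in the exposed groups and the labels in the control groups. Nothing in the labels says that libraries of a group came from separate mice, and Brx07 bone replicates 1 (leg) and 2 (skull) carry the same label code. The p-values then measure only the spread between these libraries, part of which may be technical. No pair of libraries of a group agreed within sampling noise: the smallest chi-square per degree of freedom was 9.64, over genes with at least 40 counts in the pair.

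Counts were tested with edgeR 4.0.16 in R 4.3.3 by the two-sided quasi-likelihood F-test with robust dispersion, TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment. The threshold was an adjusted p of 0.05 with no limit on fold. Each tissue was fitted alone, with all CTC lines pooled. Differences between tissues were contrasts of exposed minus control in a fit of all 30 libraries in 6 groups. CTC lines were compared in bone (Brx68 against Brx50, and any difference among 3 lines) and in lung (Brx50 against Brx07). CPM (edgeR's usual unit) are counts relative to the unscaled library total, given as mean ± SD.

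Before the data were examined, 42 gene lists of cell types and processes were fixed, of which 30 were tested in bone, 30 in lung and 33 in brain. They were tested with camera from limma 3.58.1 at its preset correlation of 0.01, and adjusted over the lists of a tissue. Beside it stand camera with an estimated correlation between genes, fry, the number of members past the threshold over all genes and adjusted over the list alone, and an exact two-sided permutation test of list scores (the mean over members of log2(CPM + 1)). The rule for genes to name, fixed at the same time, took up to 6 higher and 6 lower genes past the threshold by fold, with a mean of at least 10 CPM and every exposed library on 1 side of the control mean, and 2 members past the threshold per list. It left out IDs without a symbol, Gm and Rik symbols, pseudogenes and receptor segments. It named Pomc in brain alone, so the text also names, under the same limits on level, side and symbol, the 8 genes with the smallest p in each direction, and the 3 most abundant members of lists past the threshold, both chosen after the data were seen. Tissue markers were fixed in advance (among them Sftpc, Ager and Scgb1a1 for lung, Aqp4 and P2ry12 for brain, Mpo, Elane and Bglap for bone). A further 8 lists of markers of other organs were written after the data were seen and used as summed CPM only. They hold photoreceptor, olfactory neuron, pituitary, skeletal muscle, squamous epithelium, mucous gland, joint and cartilage, and thyroid genes.

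Totals per library ran from 4289012 to 15646947 counts. A count of 0 allows up to 3 counts, which is a limit from counting error only. The test was tried on simulated data with the real means, totals and spread and 200 changed genes. Of genes changed 2-fold, 4-fold and 16-fold, it recovered 2.99%, 41.8% and 80.3% among the 18278 genes tested in bone, 2.99%, 37.3% and 87.9% among 17132 in lung, and 4.48%, 43.3% and 89.4% among 16734 in brain. Calls on unchanged genes numbered 5, 2 and 4. In simulated data with no gene changed, calls numbered 0, 0 and 2.

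Alternatives fixed before the data were examined were RLE and upper quartile scaling, no low count filter, limma-voom with quality weights, DESeq2 1.42.0, each library left out in turn, all libraries in 1 fit, CTC lines weighted equally, Brx50 libraries alone, libraries sharing a label code treated as correlated or summed, counts without haemoglobin, erythroid and mitochondrial genes, and other list tests. Analyses chosen after seeing the data were limma-voom without quality weights, fits without 5 bone libraries (exposed replicates 2, 4, 5, 6 and 9, in which the photoreceptor, olfactory neuron or pituitary list summed to over 100 CPM) or 2 lung libraries (exposed replicates 1 and 6, doubted once their levels were seen), and the comparison of lists between tissues.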

Results

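Gene expression was measured in 30 libraries of GFP-negative stromal cells sorted from mouse bone, lung or brain. Of these, 23 came from tissue in which a human breast CTC line (Brx07, Brx42, Brx50 or Brx68) had formed tumours, and 7 from tumour-free mice. Bone held 2 Brx07, 4 Brx50 and 7 Brx68 libraries against 3 controls. Lung held 2 Brx07, 1 Brx42, 3 Brx50 and 1 Brx68 libraries against 2 controls, and brain 3 Brx50 libraries against 2 controls. Total counts ran from 10625392 to 12989953 in bone controls and from 7058861 to 15646947 in exposed bone. They ran from 10751803 to 11160784 in lung controls, 8483907 to 14170063 in exposed lung, 6270956 to 7504650 in brain controls and 4289012 to 9685820 in exposed brain.

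Of the markers set in advance, those of lung were higher in each lung library than in any other, while Mpo, Elane, Bglap and Aqp4 did not separate the tissues in every exposed library. Sftpc, the surfactant gene of alveolar type 2 cells, stood at 1325 ± 398 CPM (SD, n = 2) in lung controls and 1324 ± 1012 (n = 7) in exposed lung, with a highest value of 3.73 CPM elsewhere, in an exposed brain library. P2ry12, a receptor gene of microglia, stood at 99.9 ± 10.2 CPM (n = 2) in brain controls and 220.2 ± 146 (n = 3) in exposed brain. It stood at 51.6 CPM in brain exposed replicate 3, below both controls, and at 295 and 314 in replicates 1 and 2. Mpo, made by neutrophil precursors of the marrow, stood at 656 ± 102 CPM (n = 3) in bone controls and between 0 and 1051 CPM in the 13 exposed bone libraries, with 88.4 CPM in brain exposed replicate 2. Aqp4, an astrocyte gene, stood at 127 CPM in bone exposed replicate 2 and at 96.8 in brain exposed replicate 1. Exposed libraries varied more than controls in every tissue: the common biological coefficient of variation was 0.796 against 0.144 in bone, 0.558 against 0.117 in lung and 0.583 against 0.133 in brain.

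In brain the comparison asked how stroma next to Brx50 tumours differed from stroma of tumour-free mice. The monocyte and macrophage list rose by a median of 2.26 on the log2 scale (camera adjusted p = 1.44e-24; adjusted p = 0.275 with an estimated correlation), and its score was above the control mean in 3 of 3 exposed libraries. C1qa, a complement chain made by microglia and macrophages, stood at 413 ± 122 CPM (SD, n = 3) against 74.0 ± 22.9 (n = 2) in controls, and Lyz2, a lysozyme of myeloid cells, at 530.3 ± 409 against 66.2 ± 32.7. The list of disease-associated microglia rose by a median of 1.88 (adjusted p = 1.71e-18; adjusted p = 0.275 with an estimated correlation), with Spp1, the secreted protein osteopontin, at 365 ± 144 CPM against 43.0 ± 25.4. Of the members of these lists, 13 of 16 and 11 of 15 passed the quasi-likelihood test adjusted over the list alone, and 0 passed over all genes tested. The list of homeostatic microglia rose by a median of 1.40 (adjusted p = 6.59e-07; adjusted p = 0.358 with an estimated correlation), with 1 of 12 members passing adjusted over the list alone.

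Inflammatory genes moved the same way in brain. The interferon response list rose by a median of 2.47 (adjusted p = 4.03e-12; adjusted p = 0.358 with an estimated correlation), and 10 of 18 members passed adjusted over the list alone. Irf7, a regulator of interferon genes, stood at 65.1 ± 47.6 CPM (n = 3) against 5.11 ± 0.687 (n = 2). The cytokine and chemokine list rose by a median of 2.53 (adjusted p = 6.24e-12; adjusted p = 0.275 with an estimated correlation), with 10 of 12 tested members passing adjusted over the list alone and Il1b at 83.3 ± 43.0 CPM against 8.08 ± 6.47. Genes of antigen presentation rose by a median of 2.21 for class I (adjusted p = 7.33e-06, 2 of 11 adjusted over the list alone) and 3.22 for class II (adjusted p = 4.28e-04, 2 of 6). Both had an adjusted p = 0.358 with an estimated correlation. B2m, the light chain of class I molecules, stood at 258 ± 49.4 CPM against 53.9 ± 16.2, and Cd74, the class II chaperone, at 226 ± 177 against 13.7 ± 7.61. The immediate early list, whose genes tissue dissociation also induces, rose by a median of 1.70 (adjusted p = 9.77e-17; adjusted p = 0.275 with an estimated correlation), and 14 of 14 tested members, Fos and Jun among them, passed adjusted over the list alone.

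Other lists that rose in brain were TGF-beta response (median 1.46, 7 of 10 members adjusted over the list alone), cell cycle (2.62, 9 of 19), oligodendrocyte (0.92, 4 of 10), matrix proteases (2.52, 5 of 14), immune suppression (1.81, 6 of 8), complement (1.94, 5 of 8) and fibroblast and collagen (1.91, 7 of 15). Their adjusted p ran from 7.44e-09 to 6.17e-05, and was 0.275 to 0.358 with an estimated correlation. Col1a1, a fibrillar collagen chain, stood at 408 ± 309 CPM (n = 3) against 23.5 ± 4.20 (n = 2). The dendritic cell (median 2.40), reactive astrocyte (1.33), unfolded protein response (0.74), neutrophil (5.61), choroid plexus and ependyma (1.01), hypoxia and glycolysis (0.40), cytosolic ribosome (0.41), oligodendrocyte precursor (0.94), epithelial and breast tumour (2.02) and pericyte (0.54) lists also rose. Their adjusted p ran from 4.05e-04 to 0.0437, and was 0.275 to 0.534 with an estimated correlation. In these 10 lists 3, 0, 1, 0, 3, 1, 0, 1, 2 and 0 members passed adjusted over the list alone. Fibroblast, neutrophil, oligodendrocyte precursor, epithelial and pericyte scores were above the control mean in only 2 of 3 exposed libraries. Scores of the other rising lists were above it in 3 of 3. The neutrophil score was 6.82 in exposed replicate 2 and 2.79 in replicate 3, against 1.02 in replicate 1 and 1.097 and 1.12 in the controls. The cell cycle score followed that order, at 4.48, 3.48 and 2.04 against 1.63 and 1.64.

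The neuron list was called lower in exposed brain by camera at its preset correlation only. The exposed brain libraries had 16344 to 23074 genes detected against 23736 and 24146 in controls, and 2.32% to 4.18% of counts in Gm26917 against 1.07% and 1.42%. All 12 members of the neuron list had a lower fitted level, with a median of -0.75 (adjusted p = 2.02e-04; adjusted p = 0.409 with an estimated correlation), and 0 passed adjusted over the list alone. Snap25, a synaptic vesicle fusion protein, stood at 476 ± 297 CPM (n = 3) against 1208 ± 277 (n = 2). The 7 lists that did not pass were astrocyte, endothelial, lymphocyte, erythroid, megakaryocyte and platelet, oxidative phosphorylation and cholesterol synthesis, with adjusted p from 0.105 to 0.959 and 1 member in all passing adjusted over the list alone. In the astrocyte and erythroid lists the median and the test differed in sign. Calls of 6 lists ended without 1 library. They were reactive astrocyte (without exposed replicate 3, adjusted p = 0.146), oligodendrocyte precursor (exposed replicate 3, 0.117), hypoxia (exposed replicate 1, 0.0740), epithelial (exposed replicate 2 or 3, up to 0.101), pericyte (exposed replicate 1 or 2 or control 1, up to 0.236) and ribosome (exposed replicate 1 or 3 or control 1, up to 0.421).

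**Figure D1:**
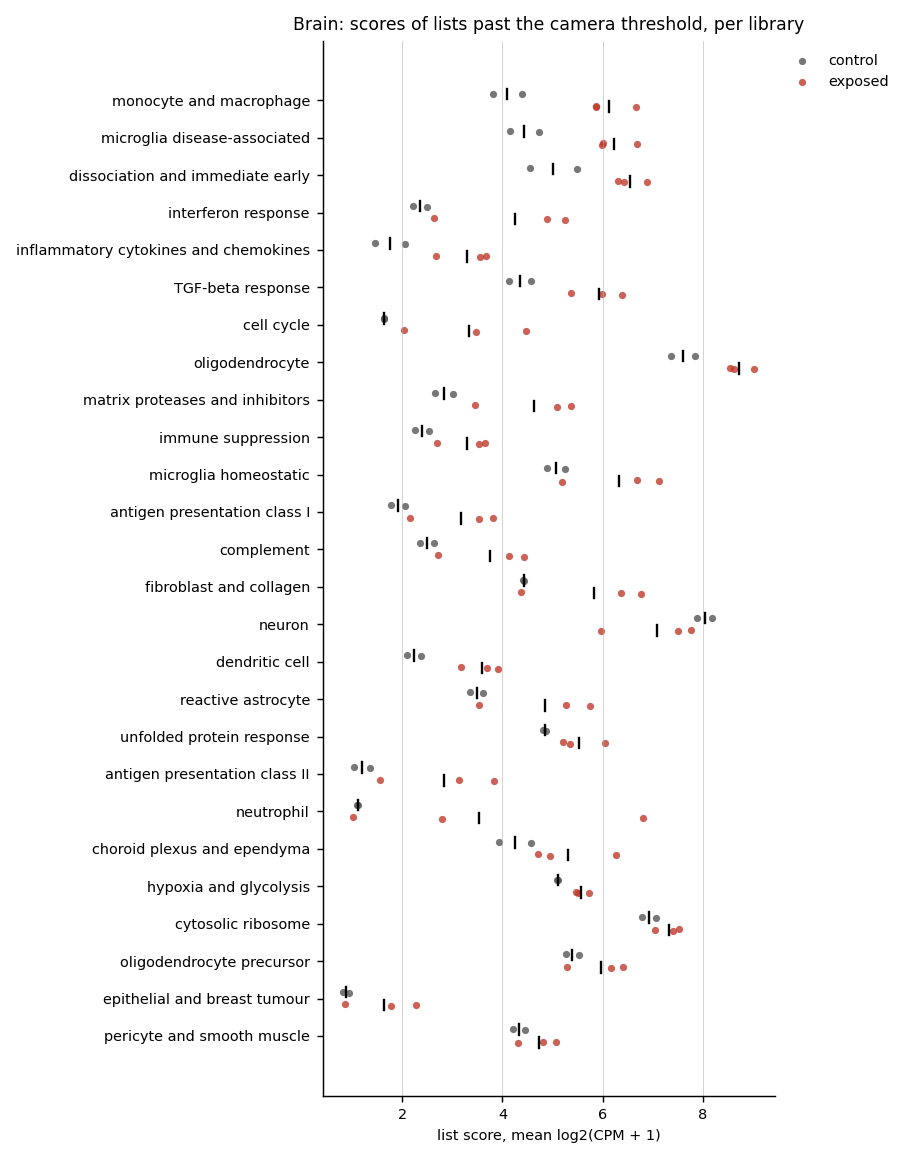
Scores of the 26 gene lists past the camera threshold in brain, as the mean over members of log2(CPM + 1), with 1 point per library (3 exposed, 2 control) and a bar at each group mean. The monocyte and macrophage scores of the exposed libraries lie above both controls, and the neuron scores below them.

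By single genes, 1 of 16734 passed in brain with edgeR's quasi-likelihood test, and 2272 (13.6%) had an unadjusted p under 0.05. It was Pomc, the precursor of pituitary hormones (ENSMUSG00000020660, GRCm38 chromosome 12, 3954951 to 3960642), with a log2 fold change of 5.84 (SE 0.32, adjusted p = 0.00933). It stood at 151 ± 25.2 CPM (SD, n = 3) against 2.53 ± 0.193 (n = 2) in controls and was higher in 3 of 3 exposed libraries. On simulated brain data with no gene changed, the quasi-likelihood test called 2 genes, so the count of 1 does not exceed that. This concerns the count and does not judge Pomc itself. Pomc also passed with DESeq2 (adjusted p = 8.27e-45) and limma-voom with quality weights (adjusted p = 8.73e-04), while in 5 of 13 alternative settings it no longer passed. Gh and Prl, the genes for growth hormone and prolactin, followed by p at 711 ± 373 CPM against 0.998 ± 0.284 (adjusted p = 0.137) and 517 ± 320.1 against 6.21 ± 0.684 (adjusted p = 0.210). After them came Fcgr1, Lgals9, Ptpn6, Csf2rb and Cd68, genes of myeloid cells, each with an adjusted p of 0.210. Fcgr1, a high-affinity antibody receptor, stood at 74.5 ± 8.40 CPM against 9.35 ± 3.74. Genes of at least 10 CPM with the smallest p in the lower direction were Gabra2, a GABA receptor subunit, at 25.0 ± 3.51 CPM against 69.9 ± 6.49, then Neto2, Cdh18, Map2k4, Epm2aip1, Nexmif, Lurap1 and Zdhhc2. DESeq2 called 697 genes (620 higher) and limma-voom with quality weights 845 (742 higher), of which 538 were shared, and in both tools 12 of the 16 monocyte and macrophage genes passed. The quasi-likelihood count was 69, all higher, without exposed replicate 1, and 0 without exposed replicate 3, control 1 or control 2.

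**Figure D2:**
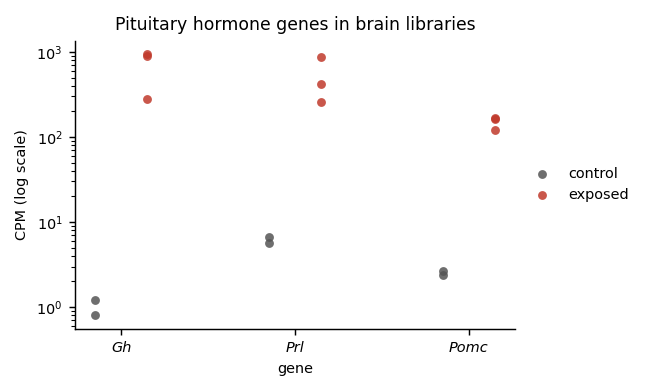
CPM of 3 pituitary hormone genes in each brain library, on a log axis, for 3 exposed and 2 control libraries. Gh lies at 281 to 950 CPM in the exposed libraries and at 0.797 and 1.20 CPM in the controls.

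In bone the comparison asked how stroma next to tumours of 3 CTC lines differed from tumour-free stroma. Camera at its preset correlation called 10 lists. Other splits of these libraries into 13 and 3 also called a median of 10, so chance cannot be excluded for that count. The neutrophil list fell in bone, with a median of -1.45 (adjusted p = 2.00e-13; adjusted p = 0.516 with an estimated correlation) and all 16 members fitted lower. S100a9, which encodes a protein abundant in neutrophils, stood at 4301 ± 6195 CPM (SD, n = 13) against 9476 ± 1443 (n = 3), and Ltf, the lactoferrin gene, at 2506 ± 3029 against 6749 ± 1178. Exposed bone libraries had 14769 to 25688 genes detected against 22875 to 22917 in controls, and the 2 with the fewest, replicates 7 (14769) and 12 (16256), had neutrophil scores of 3.62 and 0.793. The neutrophil score was above the control mean in 3 of 13 exposed libraries and ran from 0.793 to 10.1, against 9.69 to 9.85 in controls. Other lists that fell were cell cycle (median -0.45, adjusted p = 7.54e-05; adjusted p = 0.723 with an estimated correlation), megakaryocyte and platelet (-0.56, adjusted p = 0.00367; 0.516), lymphocyte (-0.88, adjusted p = 0.0233; 0.516) and mast cell and basophil (-0.61, adjusted p = 0.0307; 0.723), the value after each semicolon being the adjusted p with an estimated correlation. The erythroid list was called lower (adjusted p = 0.0463; adjusted p = 0.723 with an estimated correlation) although its median fold change was 0.69. Its score was above the control mean in 2 of 13 exposed libraries, and Hbb-bs, an adult globin gene with a near-identical copy, stood at 488 ± 1179.8 CPM against 192 ± 108. For the lymphocyte list the mouse strain lacks the cells, and 8 of 14 members were tested, 5 fitted lower and 3 higher. The lymphocyte score was low in both groups, at 0.824 in exposed bone and 1.37 in controls.

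Of the stromal lists in bone, fibroblast and collagen rose by a median of 0.86 (adjusted p = 0.0233; adjusted p = 0.723 with an estimated correlation), with all 15 members fitted higher and the score above the control mean in 8 of 13 libraries. Joint and cartilage genes were highest in the exposed libraries with the highest fibroblast scores. In exposed replicates 3, 8, 9 and 12, whose fibroblast scores were 11.05, 10.34, 11.002 and 10.84, they summed to 2302, 2199.96, 2919 and 2717 CPM, against 114 to 181 in controls. Not every other library followed this. Replicate 7 scored 9.28 with a sum of 166 CPM, and replicate 11 scored 9.06 with 1301 CPM, against control scores of 8.69 to 9.24. The TGF-beta response list rose by a median of 0.58 (adjusted p = 0.0233; adjusted p = 0.723 with an estimated correlation), with the score above the control mean in 9 of 13 libraries. The epithelial and breast tumour list rose by a median of 2.503 (adjusted p = 0.00451; adjusted p = 0.723 with an estimated correlation). Epcam, an epithelial adhesion gene, stood at 49.6 ± 51.2 CPM (SD, n = 13) against 7.96 ± 2.32 (n = 3). The cholesterol synthesis list rose by a median of 0.29 (adjusted p = 0.0248; adjusted p = 0.723 with an estimated correlation). Beside these lists, mucous gland genes summed to 2.60 to 23548 CPM in exposed bone against 37.4 to 2175 in controls, and squamous epithelium genes to 0.801 to 7761 against 850.3 to 1486. Scaling moved the median of all 18278 genes from 0.08 with TMM to 0.20 with the upper quartile, and the endothelial and oxidative phosphorylation medians changed sign with it.

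The other 20 lists in bone had adjusted p from 0.0564 to 0.872. They were class I and class II antigen presentation, haematopoietic progenitor, osteoclast, osteoblast, unfolded protein response, immediate early, matrix proteases, interferon response, complement, monocyte and macrophage, marrow stromal and adipocyte, cytokines, immune suppression, dendritic cell, endothelial, oxidative phosphorylation, hypoxia and glycolysis, pericyte and cytosolic ribosome. In each of the 30 lists 0 members passed adjusted over the list alone. The haematopoietic progenitor list had the lowest fry p (adjusted p = 0.0396; adjusted p = 0.516 with an estimated correlation), and its score was below the control mean in all 13 exposed libraries (exact permutation p = 0.00536, adjusted p = 0.161 over 30 lists). The median and the test differed in sign in the erythroid, immune suppression, dendritic cell, class II and ribosome lists. Without exposed replicate 7, 6 lists were called and not 10. Some calls ended without 1 library: TGF-beta (exposed replicate 7, adjusted p = 0.0541), lymphocyte (exposed replicate 2, 0.0723), mast cell (exposed replicate 7 or 13 or control 3, up to 0.0761), cholesterol (exposed replicate 7 or 13 or control 1 or 3, up to 0.0701), fibroblast (exposed replicate 3, 8, 9 or 12 or control 3, up to 0.135) and erythroid (any of 11 libraries, up to 0.168).

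**Figure D3:**
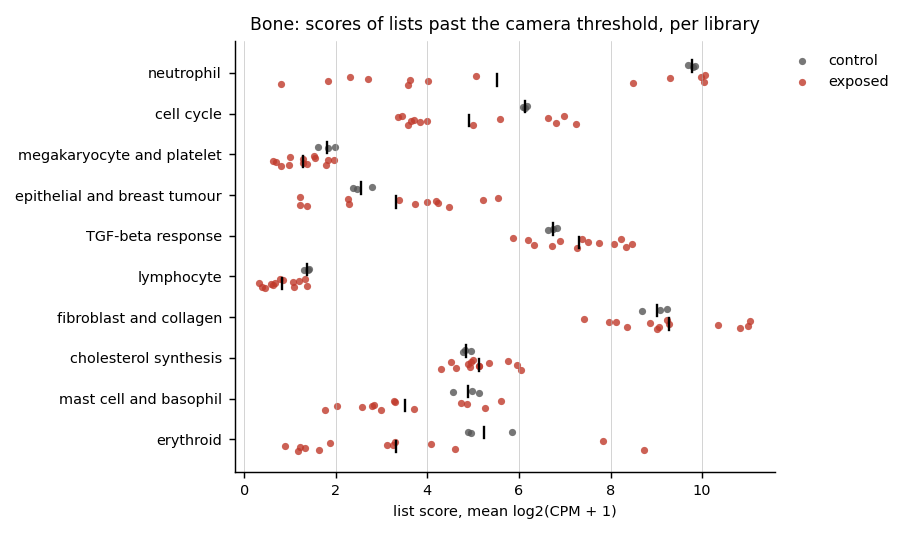
Scores of the 10 gene lists past the camera threshold in bone, as the mean over members of log2(CPM + 1), with 1 point per library (13 exposed, 3 control) and a bar at each group mean. Neutrophil scores of the exposed libraries range from 0.793 to 10.1, against 9.69 to 9.85 in the controls.

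No single gene passed in bone: edgeR's quasi-likelihood test called 0 of 18278, with 458 (2.51%) at an unadjusted p under 0.05, while DESeq2 called 18 (14 of them without counts in any control) and limma-voom with quality weights 2844. The smallest p belonged to mt-Rnr1, the mitochondrial 12S rRNA gene (ENSMUSG00000064337, GRCm38 chromosome M, 70 to 1024). It stood at 3.61 ± 4.94 CPM (SD, n = 13) against 194 ± 48.5 (n = 3), with a log2 fold change of -5.66 (SE 0.88, adjusted p = 0.113), and was lower in 13 of 13 libraries. Of 27 alternative settings it passed in 5 and stayed short of the threshold in 22. Among the 5 were DESeq2 (adjusted p = 8.78e-05) and limma-voom with quality weights (adjusted p = 5.80e-06). The other rRNA of mitochondria, mt-Rnr2, stood at 6.69 ± 10.1 CPM against 132 ± 30.04. Among annotated genes of at least 10 CPM with every exposed library on 1 side of the control mean, the smallest p in the higher direction belonged to Tbx15, Car3, Etv5, Prg4, Chad, Endod1, Mybpc1 and Plau, all with an adjusted p of 0.970. Prg4, the joint lubricant lubricin, stood at 371 ± 412 CPM against 31.0 ± 4.43, and Chad, a cartilage matrix protein, at 76.0 ± 57.1 against 13.0 ± 2.40. Under the same limits and beside the mitochondrial rRNAs, the lower direction held Lfng, which modifies Notch receptors, at 40.05 ± 14.1 CPM against 98.8 ± 16.1, then Osgin1, Fmnl3, Spata13, Mapk7 and Ap5s1. Without exposed replicate 8 the quasi-likelihood count was 2, both lower.

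In lung the comparison asked the same of 4 CTC lines. Lists that fell in lung had medians of -0.36 for endothelial (adjusted p = 7.34e-04; adjusted p = 0.748 with an estimated correlation), -0.32 for alveolar macrophage (adjusted p = 7.34e-04; 0.624), -0.35 for class II antigen presentation (adjusted p = 0.00917; 0.581) and -0.54 for lymphocyte (adjusted p = 7.34e-04; 0.324), with the second p again from an estimated correlation. Of the lymphocyte list, in mice whose strain lacks these cells, 6 of 14 members were tested, 5 fitted lower and 1 higher. The 1 fitted higher was Cd3e, at 4.22 ± 4.80 CPM (n = 7) against 1.55 ± 0.217 (n = 2). Among those fitted lower, Cd4 stood at 1.92 ± 0.608 CPM against 4.76 ± 1.03, and Ighm at 3.71 ± 2.09 against 6.59 ± 2.21. Cdh5, an endothelial cadherin, stood at 1556 ± 978 CPM (SD, n = 7) against 1928 ± 172 (n = 2), with a log2 fold change of 0.14 without exposed replicates 1 and 6, and Cd74 at 1351 ± 409 against 1771 ± 380.3. Lists that rose were hypoxia and glycolysis (median 1.17, adjusted p = 0.00999; 0.952), fibroblast and collagen (1.43, adjusted p = 0.0444; 0.952), megakaryocyte and platelet (0.90, adjusted p = 7.34e-04; 0.581), epithelial and breast tumour (0.53, adjusted p = 0.00277; 0.581) and TGF-beta response (0.51, adjusted p = 0.0444; 0.581), each second value being the adjusted p with an estimated correlation. Itga2b, a platelet integrin, stood at 33.4 ± 13.0 CPM against 15.1 ± 0.633, and Fn1, the fibronectin gene, at 3324 ± 3803 against 985 ± 166. In each of the 30 lists 0 members passed adjusted over the list alone.

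Single libraries set part of this. The hypoxia score was 8.58 in exposed replicate 6 against 5.42 to 5.63 in the other exposed libraries, and without that library the list had an adjusted p of 0.944 and 16 lists were called, not 9. In that library Pecam1, an endothelial adhesion gene, stood at 59.8 CPM against 347 to 1650.1 in the other exposed libraries, and Saa3, an acute phase gene, at 3427 against 7.50 to 393. The fibroblast list turned lower without exposed replicate 1 (adjusted p = 0.465), in which Col3a1 stood at 21406 CPM. It was also not called without exposed replicate 2 or 3 or either control. The TGF-beta call ended without exposed replicate 1, 2, 3 or 4 or control 1 (adjusted p up to 0.253), class II without exposed replicate 1 or control 1 (up to 0.582) and alveolar macrophage without control 1 (0.201). The other 21 lists had adjusted p from 0.158 to 0.928. They were dendritic cell, mast cell, monocyte and macrophage, cell cycle, complement, pericyte, alveolar type 2, alveolar type 1, airway, neutrophil, interferon response, class I antigen presentation, cholesterol synthesis, unfolded protein response, immune suppression, erythroid, cytosolic ribosome, oxidative phosphorylation, cytokines, immediate early and matrix proteases. The median was above 0 and the test lower in 9 of these, namely dendritic cell, monocyte and macrophage, alveolar type 2, immune suppression, erythroid, airway, cytokines, immediate early and matrix proteases.

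**Figure D4:**
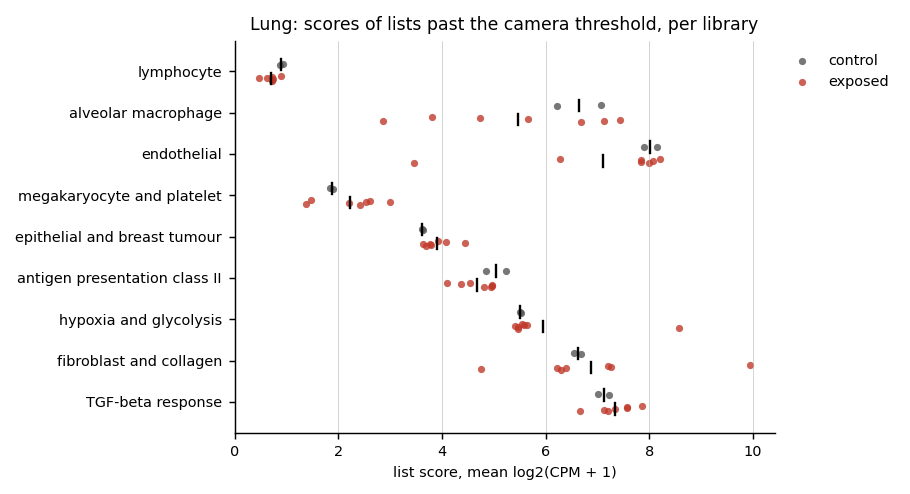
Scores of the 9 gene lists past the camera threshold in lung, as the mean over members of log2(CPM + 1), with 1 point per library (7 exposed, 2 control) and a bar at each group mean. In the hypoxia and glycolysis list 1 exposed library lies at 8.58 and the other exposed libraries between 5.42 and 5.63.

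With edgeR's quasi-likelihood test 0 of 17132 genes passed in lung, with 118 (0.689%) at an unadjusted p under 0.05, while DESeq2 called 2 and limma-voom with quality weights 1. The 2 were Tg, the thyroglobulin gene (log2 fold change 7.82), and Gm12896 (3.93), which are named after their values were seen. Among annotated genes of at least 10 CPM with every exposed library on 1 side of the control mean, Ltf had the smallest p in the higher direction, at 85.2 ± 56.9 CPM (n = 7) against a mean of 14.3 (n = 2), followed by Serpinb2, Hist1h4d, Krt7, Cdyl2, Hist1h4a, Cystm1 and Rcan3. Under the same limits in the lower direction Antxr2, a matrix-binding receptor, stood at 179 ± 39.8 CPM against 307 ± 6.87, followed by Pxk, Cyp2e1, Hs6st1, Il31ra, Slc25a30, Ap1s2 and Hhip. The histone genes are uncertain because of near-identical copies.

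The differences between tissues were tested as contrasts of the exposed minus control effects, a test that was added for lists after the data were seen. The bone effect was lower than the brain effect in 16 of 25 lists, among them cell cycle (median difference -3.03), neutrophil (-7.86), immediate early (-1.63), class I antigen presentation (-2.16) and monocyte and macrophage (-1.61). Their adjusted p ran from 2.62e-13 to 6.04e-06 with camera, and was 0.138 for each with an estimated correlation. Over all 16 lists the adjusted p with an estimated correlation ran from 0.138 to 0.751. The brain neutrophil score was above the control mean in only 2 of 3 exposed brain libraries. The lung effect was also lower than the brain effect in 16 of 25 lists, led by immediate early (median difference -1.63, adjusted p = 3.65e-18; adjusted p = 0.0554 with an estimated correlation) and monocyte and macrophage (-1.96, adjusted p = 4.72e-11; adjusted p = 0.0574 with an estimated correlation). Between bone and lung 6 of 26 lists differed. The neutrophil (median difference -1.67, adjusted p = 4.37e-10; adjusted p = 0.827 with an estimated correlation), megakaryocyte, cell cycle and hypoxia effects were lower in bone, and the endothelial and epithelial effects higher (adjusted p = 0.616 to 0.891 with an estimated correlation). The hypoxia and endothelial differences, the latter with an adjusted p of 0.0466, were not tested without lung exposed replicate 6, which lay apart in both scores and without which the lung hypoxia list had an adjusted p of 0.944. By single genes 0 of 21233 differed in any of the 3 contrasts with edgeR's quasi-likelihood test, with 237, 1771 and 838 at an unadjusted p under 0.05 for bone minus lung, bone minus brain and lung minus brain. DESeq2 called 10, 103 and 11, and limma-voom with quality weights 317, 1638 and 450. Some exposed libraries of different tissues share a label code, and limma-voom with a correlation between such libraries called 0, 3 and 0. The smallest p in both contrasts with brain belonged to Tnfrsf1a, a receptor of tumour necrosis factor, with log2 differences of -2.26 and -2.27 (adjusted p = 0.167 and 0.520). Without brain exposed replicate 3 the quasi-likelihood counts were 22 for bone minus brain and 1 for lung minus brain, and the first was 3 without brain exposed replicate 1 and 1 without lung exposed replicate 6.

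No gene was called in 2 tissues in 1 direction, since 0, 0 and 1 passed in bone, lung and brain. Across genes, which are not independent replicates, Spearman's rho of the log2 fold changes was 0.201 for bone and lung (16488 genes), -0.124 for bone and brain (15573) and 0.0378 for lung and brain (14901).

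CTC lines were compared within exposed libraries. In bone, Brx68 (n = 7) and Brx50 (n = 4) differed in 0 of 16628 genes with edgeR's quasi-likelihood test (657 at an unadjusted p under 0.05, smallest adjusted p = 0.983), while DESeq2 called 87, of which 78 were lower in Brx68. Any difference among Brx07, Brx50 and Brx68 was called for 0 of 19052 genes (850 at an unadjusted p under 0.05). In lung, Brx50 (n = 3) and Brx07 (n = 2) differed in 0 of 16489 genes (1181 at an unadjusted p under 0.05), while DESeq2 called 358, of which 291 were lower in Brx50. On simulated data of this size the quasi-likelihood test recovered 0% of genes changed 4-fold and 37.9% of those changed 16-fold. The lung comparison included both doubted lung libraries, exposed replicates 1 (Brx07) and 6 (Brx50). Neutrophil scores of bone libraries spread within each line, from 5.07 to 10.1 in Brx07, 2.32 to 9.98 in Brx50 and 0.793 to 10.04 in Brx68.

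Transcripts of other organs were present in many exposed libraries, by lists chosen after the data were seen. In exposed bone, joint and cartilage genes summed above the highest control in 11 of 13 libraries, skeletal muscle genes in 10, olfactory neuron and mucous gland genes in 9 each, photoreceptor and pituitary genes in 8 each, squamous epithelium genes in 4 and thyroid genes in 2. In the bone library labelled skull (exposed replicate 2), olfactory neuron genes summed to 3008 CPM and photoreceptor genes to 295, against at most 37.2 and 14.4 in bone controls. Photoreceptor genes also summed to 510.3 and 1484 CPM in bone exposed replicates 4 and 5. Pituitary genes summed to 2006, 1490.3 and 666 CPM in the exposed brain libraries against 10.2 and 10.5 in controls. Skeletal muscle genes reached 31106 CPM in bone exposed replicate 12, against at most 640 in bone controls. In lung, Tg stood at 3774, 698, 1731 and 2239 CPM in exposed replicates 1, 2, 3 and 7, at 3.44, 5.31 and 28.4 in replicates 4, 5 and 6, and at 5.29 and 6.05 in the controls.

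**Figure D5:**
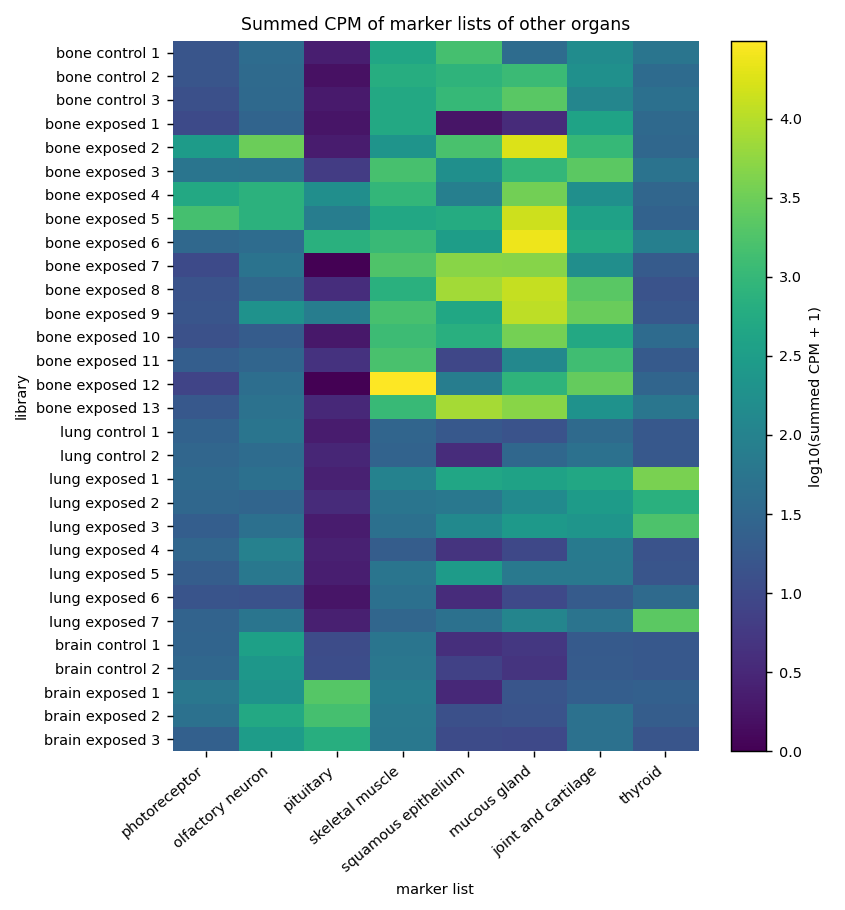
Summed CPM of 8 marker lists of other organs in each of the 30 libraries, coloured by log10(summed CPM + 1). Pituitary genes lie between 666 and 2006 CPM in the 3 exposed brain libraries, and mucous gland genes reach 23548 CPM in bone exposed replicate 6.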

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

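The tests of gene lists between tissues, of depth, of displaced marrow, of the CTC line, of carry-over and of mitochondrial mRNA were chosen after the results were seen.

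In exposed lung, replicate 6 (Brx50) stood far from the other 6 exposed libraries. Its hypoxia and glycolysis score was 8.58, against 5.42 to 5.63 in the others (gap 0.931 of the range), and its endothelial score was 3.46, against 6.29 to 8.20 (gap 0.596 of the range). Of 32 group measures tested this way 2 stood apart, and chance gives about 1 in 20.

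Effects of exposure differed between tissues by camera at its preset correlation in 16 of 25 lists for bone against brain, 16 of 25 for lung against brain and 6 of 26 for bone against lung. With an estimated correlation 0 lists differed in each, with smallest adjusted p of 0.138, 0.0554 and 0.616.

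The neutrophil list was lower in exposed bone, with 10 of 13 exposed libraries below the lowest control score of 9.69. Depth as the whole cause was argued against, since 3 of the 4 exposed libraries with totals at or above the lowest control total of 10625392 also lay below that score (thinning to equal totals hardly moved the scores and decides nothing). The CTC line as the whole cause was also argued against, since 3 of 3 lines had libraries on both sides of the lowest control. Whether other tissue took the place of marrow in the sorted sample stays open. All 13 exposed libraries lay below the lowest control in the haematopoietic progenitor score, so that the 10 did too decides nothing. Of the 10, 5 lay above the highest control in the fibroblast score, and 9 below the lowest control in the erythroid score. Replicates 4 and 10, not low in neutrophil score, also lay below it in the erythroid score. Skeletal muscle genes summed to 31106 CPM in replicate 12, whose neutrophil score was lowest (0.793), and mucous gland genes to 23548 in replicate 6 (2.70). Mucous gland genes also summed to 3427 and 3651 CPM in replicates 4 and 10, against at most 2175 in controls. The bone site sampled and a loss of marrow cells next to tumours also stay open.

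Pituitary hormone genes were high in 3 of 3 exposed brain libraries. Carry-over from another library was argued against for Gh and Pomc, whose highest levels outside the group were 159 and 36.3 CPM, below the lowest exposed brain levels of 281 and 122 CPM. It was argued against for Prl too: only bone exposed replicate 6, at 513 CPM, exceeded the lowest exposed brain level of 259 CPM, and its Muc5b, at 20506 CPM, reached at most 10.03 CPM in exposed brain, where the share needed would bring 10358 CPM. Pituitary tissue in the sorted sample may be the source: a second list of 7 pituitary genes without hormones summed to 10.3, 11.2 and 9.35 CPM, above the controls at 4.31 and 3.46 CPM, in 3 of 3 libraries. The sort for GFP-negative cells would not remove such cells, Gh reached 950.3 CPM, the 7 genes stand at low levels, and an induction of these genes in brain by tumours was not tested.

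Mitochondrial rRNA summed to between 0 and 41.2 CPM in exposed bone and 239 to 391 CPM in controls, to 19.1 to 90.0 against 90.3 and 249 in brain, and to 2.26 to 40.7 against 2.24 and 3.16 in lung. Less mitochondrial RNA of every kind was argued against by the median log2 fold change of 7 mitochondrial mRNAs, 1.14. A removal of rRNA that acted on every rRNA alike stays open. Summed nuclear rRNA lay below the lowest control in 4 of 13 exposed libraries, but it stood at only 1.95 to 28.9 CPM in exposed bone. At so low a level the sum cannot show how far nuclear rRNA was removed, so it decides nothing. A removal step specific to mitochondrial rRNA, or another preparation that differed between the groups, was not tested, nor was a biological explanation.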

How the results depend on the processing

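Fits by limma-voom without quality weights and fits without doubted libraries were chosen after the results were seen. The causes of the differences below were not tested.

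With limma-voom and quality weights, genes called numbered 2844 in bone (650 higher), 1 in lung and 845 in brain (742 higher), and 317, 1638 and 450 for bone minus lung, bone minus brain and lung minus brain. With DESeq2 they numbered 18, 2 and 697, then 10, 103 and 11 for these differences, 87 for Brx68 against Brx50 in bone and 358 for Brx50 against Brx07 in lung. In brain 538 genes were shared by these tools, in bone 4. On simulated data 71 of 194, 70 of 193 and 78 of 204 DESeq2 calls (bone, lung, brain) fell on unchanged genes, and 14 of 110, 2 of 102 and 1 of 82 limma-voom calls. Without a low count filter brain had 273. Without quality weights limma-voom called 3 in bone and 0 in brain, and 1 fit of all 30 libraries called 1 in bone and 0 in brain. Libraries of label suffix 2 gave 6 for Brx68 against Brx50, and a correlation between libraries sharing a label code gave 3 for bone minus brain.

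With each library left out in turn, counts ran from 0 to 2 in bone (2 without exposed replicate 8), 0 to 0 in lung and 0 to 69 in brain (69 without exposed replicate 1, 0 without exposed replicate 3 or either control). They ran from 0 to 22 for bone minus brain and 0 to 1 for lung minus brain (22 and 1 without brain exposed replicate 3). Where 1 control was left, it was assumed to vary like the other groups. Without the doubted libraries 0 genes were called in bone and 0 in lung.

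Lists called numbered 10, 9 and 26 in bone, lung and brain, and 0, 0 and 0 with an estimated correlation. They numbered 1, 0 and 0 with fry, and 0, 0 and 0 with the permutation test. The smallest p that the permutation test can give was 0.00179, 0.0278 and 0.1 in bone, lung and brain, before adjustment. With each library left out, lists called by camera at its preset correlation ran from 6 to 11, 6 to 16 and 22 to 27 (6 without bone exposed replicate 7, 16 without lung exposed replicate 6). RLE scaling gave 11, 7 and 26.

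The list fibroblast and collagen in lung turned lower without lung exposed replicate 1 (adjusted p = 0.465, against 0.00874 to 0.465 over all libraries left out), and Slc4a1 in bone, at 0.68 and not called with edgeR, was called lower with limma-voom and quality weights (log2 fold change -4.46, adjusted p = 0.01001). Of the named genes under single alternatives, 1220 results in bone, 820 in lung and 1070 in brain kept their direction and side of the threshold, while 33 in bone and 133 in brain passed it newly and 5 in brain no longer did. A further 29, 40 and 12 changed direction without passing in either fit. For lists 162, 86 and 171 kept both, and 48, 39 and 63 no longer passed.

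No paired analysis was possible because exposed libraries and the controls they are compared with share no replicate numbers in the labels. Depth limits low genes: in the smallest library, with 4289012 counts, 3 counts equal 0.699 CPM.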

Other observations

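The marker lists of other organs and the tests on other splits were chosen after the results were seen.

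Marker genes of other organs were summed per library. In exposed bone photoreceptor genes summed to 7.22 to 1484 CPM (controls 11.7 to 14.4), olfactory neuron genes to 19.4 to 3008 (32.8 to 37.2), pituitary genes to 0 to 713 (0.565 to 1.39) and skeletal muscle genes to 213 to 31106 (453 to 639.5). Joint and cartilage genes summed to 166 to 2919 CPM (114 to 181) and thyroid genes to 13.4 to 86.3 (36.1 to 55.4). Squamous epithelium genes reached 5003, 7496 and 7761 CPM in bone exposed replicates 7, 8 and 13 and 1610.4 in replicate 2, against 850.3 to 1486 in controls, and 0.801 to 678 in the other 9 exposed libraries. The libraries whose photoreceptor sums were highest, bone exposed replicates 4 and 5, carry no bone site in their labels.

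In exposed lung thyroid genes summed to 13.3 to 3807 CPM (controls 15.997 to 16.6), mucous gland genes to 8.55 to 390.2 (13.1 to 30.04), squamous epithelium genes to 2.75 to 455 (2.70 to 15.9), joint and cartilage genes to 18.5 to 494 (34.2 to 46.6) and skeletal muscle genes to 20.4 to 98.6 (25.5 to 28.6). Photoreceptor genes summed to 13.9 to 32.9 CPM (25.3 to 29.5), olfactory neuron genes to 12.6 to 91.7 (37.0 to 55.1) and pituitary genes to 0.776 to 2.59 (1.16 to 2.05). In exposed brain photoreceptor genes summed to 22.8 to 59.5 CPM (26.8 to 30.2), olfactory neuron genes to 203 to 505 (242 to 355), skeletal muscle genes to 62.7 to 74.8 (54.9 to 60.2) and squamous epithelium genes to 2.33 to 11.7 (3.03 to 6.26). Mucous gland genes there summed to 8.71 to 14.5 CPM (3.73 to 4.31), joint and cartilage genes to 21.5 to 46.9 (17.9 to 18.5) and thyroid genes to 14.4 to 23.1 (16.3 to 16.5). The olfactory neuron sum in brain was mostly Gnal, at 137, 171 and 194 CPM in exposed replicates 1, 2 and 3 and 304 and 197 in controls. Other genes of that list differed. Omp stood at 6.99, 141 and 19.8 CPM against 3.35 and 2.67, and Stoml3 at 0, 62.8 and 30.1 against 2.71 and 4.26. Gng13, at 6.76, 1.96 and 4.75 against 5.26 and 3.60, did not follow them.

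In lung exposed replicate 6, Slfn4 stood at 3039.7 CPM against 66.9 to 211 in the other exposed libraries and 239 to 284 in controls, and Cxcr2 at 494 against 24.7 to 139.8. C1qa stood at 0.917 CPM there against 36.9 to 289. In brain exposed replicate 2, Mpo and Elane, genes of neutrophil precursors, stood at 88.4 and 105 CPM.

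Other tissue markers set in advance stood as follows. Ager was at 97.3 ± 62.5 CPM (SD, n = 7) in exposed lung and 83.2 ± 9.55 (n = 2) in controls, and Scgb1a1 at 333 ± 242 and 626 ± 74.4. Aqp4 was at 256 ± 205 (n = 3) in exposed brain and 248 ± 12.6 (n = 2) in controls, and at 127 and 60.4 CPM in bone exposed replicates 2 and 5. Elane was at 321 ± 507 (n = 13) in exposed bone and 969 ± 196 (n = 3) in controls, and Bglap at 6.02 ± 6.10 and 3.92 ± 1.60.

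Of 100 splits of the bone libraries into 13 and 3, the real one included and out of 560 possible, 8 called any gene with edgeR, the highest count being 271. The real split called 0, which all 100 reach by construction, so this decides nothing. At an unadjusted p under 0.05, 60 splits gave at least the real 458 genes. For lists 56 of 100 splits gave at least the real 10, with a median of 10 and a highest of 18 in the others. Chance cannot be excluded for that count. For Brx68 against Brx50 the real count was also 0, reached by 100 of 100 splits (the real one included) by construction; 1 split called any gene, with 43. At an unadjusted p under 0.05, 37 of these splits gave at least the real 657 genes.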
